A study of Anolis sagrei with 10 samples.

How the data were processed

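RNA from limb buds of wild-type brown anole (Anolis sagrei, a lizard) embryos at stage 7 was measured by RNA sequencing in 10 libraries, 5 from forelimb buds and 5 from hindlimb buds, with the replicate numbers 1 to 5 used in both limbs. Per the labels' protocols, paired limb buds were collected, total RNA was isolated with the mirVana kit, and libraries were made with the TruSeq Stranded mRNA kit, which keeps polyadenylated RNA and its strand. Per the submitters' processing notes, FastQC, STAR, featureCounts and DESeq2 were used. Their versions, the genome build, the gene annotation, the strand setting and the handling of reads that match several places were not given in the sources used here. Nor was it given whether the annotation is of this species, which bears on genes whose reads match a reference unevenly, such as mitochondrial and paralogous genes. Each deposited count table held raw read counts per gene identifier for a single library, and replicates were not pooled by the authors. Because the strand setting and the handling of shared reads were not given, counts of overlapping genes and of near-identical copies, HOX paralogues included, carry an uncertainty that could not be measured.

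The authors' deposited table of the limb comparison held, per the file headers, a mean normalised count, a log2 fold change with its standard error, a test statistic (a score), a p-value and an adjusted p-value for each of 22457 genes. Its log2 fold changes are forelimb over hindlimb. It paired 12476 identifiers with a gene symbol, and these were the only symbols used; genes without one are given by identifier. A reference table of RefSeq genes carried no entries that match these identifiers and was not used. Genome coordinates were not used here.

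The tables listed 25920 identifiers, of which 2939 had no count in any library. Total counts per library ran from 41808148 to 54998469; expression levels are scaled to CPM from these totals. The most abundant gene held 1.16% to 1.36% of a library's counts and the 100 most abundant genes held 19.1% to 25.1%. Within a limb, Spearman correlations between libraries ran from 0.966 to 0.987 across genes, which are not independent replicates. Chi-square per degree of freedom between libraries of the same limb was at least 41.9, so none repeated another of its limb within sampling noise.

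Counts were analysed in R 4.3.3. The limbs were compared with the quasi-likelihood test of edgeR 4.0.16, with robust dispersion estimates, TMM scaling (factors 0.928 to 1.03) and edgeR's default filter on low counts (minimum count 10, minimum total 15), which left 15595 genes. P-values were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. Log2 fold changes are forelimb over hindlimb, so positive values are higher in forelimb, and each standard error (SE) was taken from the fold change and its test statistic. Expression levels are TMM-scaled CPM as mean ± SD of the 5 libraries of a limb. The common biological coefficient of variation was 0.313.

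Gene sets were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) at a preset correlation of 0.01 and again with an estimated correlation, with adjustment over the sets of a family. The sets were HOX paralogue groups 1 to 8, HOX paralogue groups 9 to 13 and a list of 47 limb patterning genes. Marker lists of other tissues and processes were also written beforehand. The comparisons, gene lists and other settings to be tried were fixed before the data were examined, and so was the rule for naming genes. That rule took every tested gene of a list of 4 limb-type genes, HOX genes past the threshold, patterning genes past the threshold with a log2 fold change of at least 1 in size, and the 5 genes with the largest change in each direction among called genes with a symbol, a mean of at least 1 CPM and no overlap between the limbs. A gene that this rule names is not reported here, although the counts of genes include it.

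Whether replicate numbers pair the libraries was checked by correlating each library's deviations from its limb's mean over 9747 genes with a mean of at least 8 CPM. Between limbs, libraries of the same number correlated at 0.51 to 0.75 and libraries of different numbers at -0.41 to 0.12. The numbers were therefore taken to pair the libraries. The main comparison nevertheless left this pairing out, and its calls, fold changes, SE and adjusted p are without the block unless the block is named. The pairing comes from these values, since the labels do not state what a number marks. A fit with the replicate number as a block was also chosen at that time, and its common biological coefficient of variation was 0.193.

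Each procedure was tested on simulated data for the forelimb against hindlimb comparison, with counts for 15595 genes drawn at the real libraries' levels and 70 genes changed 1.5-fold, 70 changed 2-fold and 60 changed 4-fold. Without the block, edgeR recovered 12.9% of genes changed 1.5-fold, 57.1% of those changed 2-fold and 86.7% of those changed 4-fold, with 0 false calls among 101. With the block it recovered 48.6%, 88.6% and 98.3% at those sizes, with 8 false calls among 163. In the same simulation limma's camera gave an unadjusted p = 7.73e-38 for a changed set and 0.582 for an unchanged set. The changed set held genes that the simulation had raised, and both sets were random picks. The check therefore does not cover sets whose genes vary together, where the preset correlation matters.

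The results were recomputed with other scalings, DESeq2 1.42.0, limma voom, no filter and a stricter filter on low counts, equal depth, the replicate block, and leaving out each library in turn. DESeq2 and voom with block, and camera with block at an estimated correlation, were added after seeing the data. So was the block fit leaving out each pair. Structure among libraries was summarised by principal components of log2 CPM over all genes tested.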

Results

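Gene expression was measured in forelimb and hindlimb buds of stage 7 brown anole embryos to ask which genes differ between the limbs at a single stage. The data comprised 10 libraries, 5 per limb. Total counts in forelimb replicates 1 to 5 were 42545434, 44784998, 42151036, 54998469 and 45608067. Total counts in hindlimb replicates 1 to 5 were 41808148, 42274105, 46625627, 41976139 and 47180041. Between 17132 identifiers (hindlimb replicate 4) and 19611 identifiers (forelimb replicate 4) had at least 1 count.

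The leading principal component held 23.1% of the variance and the next held 17.5%. No single component had scores that parted the 5 forelimb from the 5 hindlimb libraries, whereas libraries with the same replicate number lay near one another for most numbers.

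**Figure D1:**
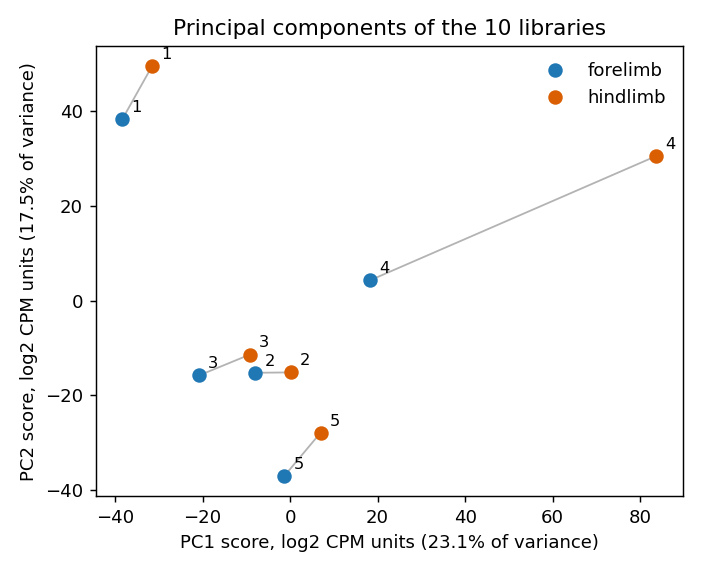
Scores of the 10 libraries on the leading principal components of log2 CPM (x axis, 23.1% of variance; y axis, 17.5%), coloured by limb, with replicate numbers beside the points and a grey line joining the limbs of a number. The limbs overlap on both axes, and the limbs of replicate number 4 are the farthest apart.

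Of 15595 genes tested, 31 differed between the limbs at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg). Of these, 16 were higher in forelimb and 15 higher in hindlimb. An unadjusted p under 0.05 was given to 616 genes, and to 2152 genes with the replicate number as a block. A change of at least 2-fold was found in 25 of the called genes, 11 higher in forelimb and 14 higher in hindlimb. In all 31 called genes the 5 libraries of one limb lay above the 5 of the other, an arrangement that 1.19% of all tested genes showed. Chance gives it in 0.794% of genes if libraries are unpaired. That share leaves the pairing out of account, so it cannot decide whether 1.19% exceeds chance. With the replicate number as a block, 208 genes were called, 110 higher in forelimb and 98 in hindlimb, and 50 of them changed at least 2-fold. The block fit shared 30 genes with the 31. The alternative that moved the count most was DESeq2 with the block, with 533 calls. Leaving out forelimb replicate 4 or hindlimb replicate 2 left 19 calls each.

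All 4 tested genes of the limb-type list were called, and all 4 were also called when adjusted over the list alone. TBX5 (ENSACAG00000005111) was at 479 CPM ± 67.4 (SD, n = 5) in forelimb and 1.82 CPM ± 0.701 (SD, n = 5) in hindlimb. Its log2 fold change was 8.04 ± 0.26 (SE), with an edgeR adjusted p of 1.36e-09. TBX4 (ENSACAG00000001033) was at 0.267 CPM ± 0.193 in forelimb and 40.9 CPM ± 8.45 in hindlimb, a log2 fold change of -7.23 ± 0.46 with an edgeR adjusted p of 2.28e-06. Its forelimb counts were between 0 and 20 per library. PITX1 (ENSACAG00000001380) was at 0.311 CPM ± 0.189 in forelimb and 36.2 CPM ± 8.05 in hindlimb, a log2 fold change of -6.83 ± 0.35 with an edgeR adjusted p of 2.40e-07. ISL1 (ENSACAG00000004390) was at 3.14 CPM ± 1.18 in forelimb and 16.9 CPM ± 3.53 in hindlimb, a log2 fold change of -2.42 ± 0.27 with an edgeR adjusted p of 0.000810.

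**Figure D2:**
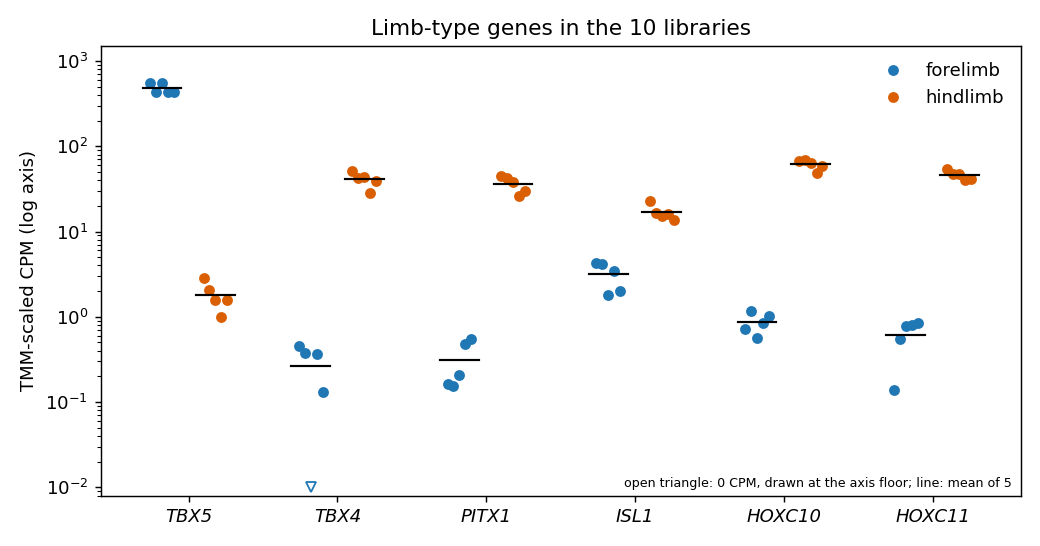
TMM-scaled CPM on a log axis of the 4 limb-type genes, HOXC10 and HOXC11 in each library (points, coloured by limb) with the mean of the 5 libraries of a limb (line); an open triangle marks a library with no counts. The limbs do not overlap for any of these genes.

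Of 26 HOX genes of the A to D clusters with a symbol, 25 were tested and 9 were called, 6 higher in forelimb and 3 higher in hindlimb. Adjusted over the list alone, 17 were called. The block fit called 13, the additional genes being HOXC6, HOXC8, HOXD3 and HOXD9. The genes higher in hindlimb were HOXC10, HOXC11 and HOXB9. HOXC10 (ENSACAG00000010855) was at 0.865 CPM ± 0.244 (SD, n = 5) in forelimb and 61.5 CPM ± 8.09 in hindlimb, a log2 fold change of -6.14 ± 0.21 (SE) with an edgeR adjusted p of 1.60e-09. HOXC11 (ENSACAG00000010848) was at 0.618 CPM ± 0.290 in forelimb and 46.2 CPM ± 5.93 in hindlimb, a log2 fold change of -6.21 ± 0.33 with an edgeR adjusted p of 2.56e-07. HOXB9 (ENSACAG00000006412) was at 9.12 CPM ± 1.14 in forelimb and 36.1 CPM ± 9.91 in hindlimb, a log2 fold change of -1.98 ± 0.20 with an edgeR adjusted p of 0.000409.

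HOXD10 (ENSACAG00000017910) was at 59.8 CPM ± 10.7 (SD, n = 5) in forelimb and 20.8 CPM ± 2.15 in hindlimb, a log2 fold change of 1.52 ± 0.14 (SE) with an edgeR adjusted p of 9.31e-05. HOXD11 (ENSACAG00000007282) was at 81.4 CPM ± 7.25 in forelimb and 43.8 CPM ± 4.68 in hindlimb, with a log2 fold change of 0.89 ± 0.10 and an edgeR adjusted p of 0.00135. Called HOX genes higher in forelimb also included HOXA2 (ENSACAG00000010430; log2 fold change 1.27 ± 0.17), HOXA4 (ENSACAG00000010390; 1.89 ± 0.33) and HOXA5 (ENSACAG00000010364; 1.55 ± 0.24), with edgeR adjusted p of 0.00383, 0.0323 and 0.0160. Their forelimb means were 13.7, 6.18 and 13.8 CPM and their hindlimb means 5.68, 1.67 and 4.70 CPM. HOXA4 lost its call in 8 of the 10 fits that left out a library, with adjusted p from 0.0574 to 0.115, and kept it without forelimb replicate 3 and without hindlimb replicate 2. HOXA5 lost its call without forelimb replicate 5 (0.0514), hindlimb replicate 2 (0.0549) and hindlimb replicate 3 (0.0601).

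**Figure D3:**
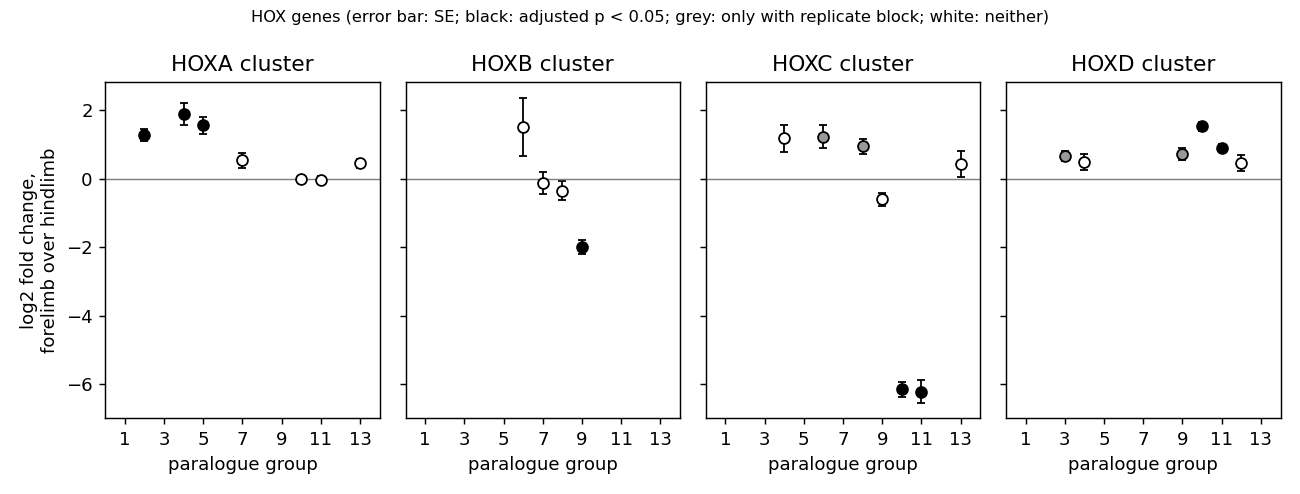
Log2 fold change (forelimb over hindlimb) of the tested HOX genes reported here against its paralogue group, in 4 panels by cluster; points are edgeR estimates, bars their SE, black points have an adjusted p under 0.05, grey points only with the replicate block and white points neither. The lowest points are HOXC11 at -6.21 and HOXC10 at -6.14.

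As a set, the 13 tested genes of HOX paralogue groups 1 to 8 were shifted toward forelimb relative to other genes, with a median log2 fold change of 1.17 and an adjusted p of 8.17e-17 (limma camera, preset correlation, adjusted over 3 sets). With an estimated correlation the adjusted p was 0.00136. With the replicate block it was 1.61e-09 at the preset correlation and 0.0752 at an estimated correlation, so the last combination did not pass the threshold. The 12 tested genes of paralogue groups 9 to 13 gave an adjusted p of 0.440, with a median of 0.21, a mean of -0.88 and a test direction toward hindlimb, so the signs of the median and of the mean differed.

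Of the 47 limb patterning genes, 35 were tested. Their log2 fold changes ran from -0.69 to 0.84, and as a set they gave a median of 0.04 and a camera adjusted p of 0.440. A single gene was called, and 2 when adjusted over the list alone. It was TBX18 (log2 fold change 0.73 ± 0.12, edgeR adjusted p 0.0184), named after its values were seen because its change was under 2-fold. TBX18 lost its call without forelimb replicates 1, 3 or 4 and without hindlimb replicates 2, 3 or 5, where the list had 0 calls. The block fit called 2, adding SALL1 (0.84 ± 0.16 and an edgeR adjusted p of 0.0642 without the block), and 9 when adjusted over the list alone.

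Among called genes with a symbol, the largest changes toward forelimb included those in TBX5, HOXA4, CHRD and HOXA5, and the largest toward hindlimb in TBX4, PITX1, HOXC11, HOXC10 and NRSN1. CHRD (ENSACAG00000002707) was at 10.2 CPM ± 2.80 in forelimb and 3.30 CPM ± 1.03 in hindlimb, a log2 fold change of 1.63 ± 0.26 (SE) with an edgeR adjusted p of 0.0184. It lost its call in 7 of the 10 fits that left out a library, with adjusted p from 0.0508 to 0.0696, and kept it without forelimb replicate 1 and without hindlimb replicates 4 or 5. NRSN1 (ENSACAG00000002931) was at 0.310 CPM ± 0.0811 in forelimb and 2.23 CPM ± 0.799 in hindlimb, a log2 fold change of -2.84 ± 0.38 with an edgeR adjusted p of 0.00435. Of the 31 called genes, 5 had no symbol. The largest change of all 31 called genes was in one of these, ENSACAG00000021966, singled out after its values were seen. It had no counts in 4 forelimb libraries, 4 counts in forelimb replicate 5, and 309 to 526 counts in the hindlimb libraries, with an edgeR adjusted p of 5.17e-06.

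The authors' deposited table held 93 genes at an adjusted p under 0.05, 41 higher in forelimb and 52 higher in hindlimb. Of these, 29 were also called here without the block and 79 with it. Fold changes in the authors' deposited table were smaller in size than those computed here for each of the 15 named genes. For TBX4 the authors' deposited table gave -0.82 ± 0.12, and for TBX5 it gave 4.84 ± 0.14.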

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

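The tests of depth and of blood cell RNA in this part were chosen only after the values had been seen, on marker lists written before the data were examined. In each limb the highest or lowest of the 5 libraries was compared with the gap to its nearest neighbour for 46 sets of values, covering depth measures, the named genes and blood genes. The gap exceeded 0.71 of the range, Dixon's limit for 5 samples, in 5 sets, and chance gives about 1 in 20.

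Forelimb replicate 4 had 54998469 counts, while the other forelimb libraries had 42151036 to 45608067. This is a difference in total counts, whose cause cannot be told from the counts alone. No biological explanation was tested. After all libraries were thinned to the smallest total, 31 genes were called, as many as without thinning. An earlier reading took this as evidence that the library's depth does not set the number of calls; it was dropped, because the highest total was only 1.32 times the lowest and thinning removes little, so this stays open.

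HOXD10 was at 24.6 CPM in hindlimb replicate 3 and at 19.6 to 20.5 CPM in the other hindlimb libraries. Of the other hindlimb libraries, 1 had a higher total count than hindlimb replicate 3 and 3 had a lower one. This is only weak evidence against an effect that rises or falls steadily with depth, since most libraries have a middle rank whatever the cause. An earlier test by thinning was dropped, because CPM is already scaled to depth. All hindlimb values lay below the lowest forelimb value of 47.9 CPM. Chance among 46 sets, reads shared with HOX paralogues, and a difference between embryos stay open and were not tested.

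ALAS2, SLC4A1 and KLF1, from a list of blood genes, were high in forelimb replicate 1. ALAS2 was at 60.005 CPM there and 2.996 to 5.37 in the other forelimb libraries, SLC4A1 at 67.3 CPM against 2.996 to 3.85, and KLF1 at 4.08 CPM against 0.351 to 0.990. Of the other forelimb libraries, 3 had a higher total count and 1 a lower one. As for HOXD10, such a middle rank is only weak evidence against a steady effect of depth. A test by thinning was dropped here too. A candidate source is RNA from blood cells. Of the 14 list genes 5 were tested, and since the 3 genes above prompted the question, only the other 2 bear on it. An earlier version counted all 5, which were highest there, and read as a fit. Of the other 2, both were highest in forelimb replicate 1 among forelimb libraries, GATA1 by 1.18 times and TSPO2 by 1.79 times, and 2 genes are too few to decide, so this source stays open. Hindlimb replicate 1 was also the highest hindlimb library for ALAS2 (9.21 CPM), SLC4A1 (10.005 CPM) and KLF1 (1.17 CPM). It was not the highest for GATA1 (0.655 CPM, against 0.848 in hindlimb replicate 4) or TSPO2 (3.30 CPM, against up to 5.36). GATA1 and TSPO2 are the 2 genes that bear on the question. A difference between the embryos of that number stays open, and so does a library batch, since the labels name none. The design gives no group that sets this library apart, so no biological difference was tested. Across limbs the list had a median log2 fold change of 1.46 and gave a camera p of 0.0482 (0.177 adjusted over 11 lists), an unadjusted p of 0.301 with an estimated correlation, and an unadjusted p of 0.0125 with the replicate block (0.0921 adjusted). Without both limbs of replicate number 1 the unadjusted p was 0.139 without the block and 0.140 with it, with medians of 0.15 and 0.22 on the log2 scale. An earlier version left out forelimb replicate 1 alone and gave 0.604 with a median of -0.19; it broke that pair and is not used for a direction. KLF1 was higher in forelimb in 5 of 5 pairs, ALAS2 and SLC4A1 in 4 of 5, and GATA1 and TSPO2 in 3 of 5.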

How the results depend on the processing

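DESeq2 and limma voom with block, and camera with block at an estimated correlation, were chosen after seeing the data. So were the block fits that left out a pair. The other alternatives were planned. The 4 limb-type genes were called under all 26 alternatives with a fit. Over the 15 named genes these gave 390 values, of which 368 kept their direction and their call, 22 kept their direction and lost the call, and 0 reversed. The lost calls included those of HOXA4 (8 fits), CHRD (7 fits) and HOXA5 (3 fits) when a library was left out, and of NRSN1 in the block fit without replicate number 2 (edgeR adjusted p 0.0508; over the 5 such fits 0.00203 to 0.0508). These fits hold fewer samples. The cause of the lost calls was not tested further. With the block, HOXA4, CHRD and HOXA5 kept their calls in all 5 fits that left out a pair. Their edgeR adjusted p there ran from 0.00672 to 0.0439, from 3.69e-05 to 0.0103 and from 0.00133 to 0.0131.

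Other scalings, both filters, equal depth without block and voom without block kept the number of called genes within 1.5 times of 31. DESeq2 called 97 genes, 54 higher in hindlimb and 43 in forelimb, 44 of them with at least a 2-fold change, and 31 of the 97 were those called by edgeR. It called 2 patterning genes, as did edgeR with no filter on low counts. The cause was not tested.

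The replicate block gave 208 calls, 98 higher in hindlimb and 110 in forelimb, 50 of them at least 2-fold, and 2 patterning genes. At equal depth the block gave 201 calls, 96 and 105, with 52 at least 2-fold and 2 patterning genes. DESeq2 with block gave 533 calls, 231 and 302, with 82 at least 2-fold, 15 HOX genes and 7 patterning genes; in the simulation 33 of its 195 calls were false. Limma voom with block gave 231 calls, 113 and 118, with 51 at least 2-fold, 14 HOX genes and 3 patterning genes. The block removes differences between replicate numbers from the error, and the coefficient of variation was 0.193 with it and 0.313 without. It dropped 1 of the 31 genes, it called 18 HOX genes adjusted over the list alone where 17 were called without it (for patterning genes 9 and 2), and it called 2 genes of the mesonephros list and 1 of the chondrogenesis list that were not called without it. Beyond these counts, the HOX and patterning genes given with the comparisons and the set test below, it changed no other call among the named genes, the gene lists and the set tests.

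Leaving out 1 library in turn gave 19 to 31 calls, with 19 both without forelimb replicate 4 and without hindlimb replicate 2. Calls higher in hindlimb ran from 10 to 17 and calls higher in forelimb from 8 to 14, with 8 without forelimb replicate 4 or hindlimb replicate 3 and 9 without forelimb replicate 5 or hindlimb replicate 2. At least 2-fold changes ran from 17 to 23, HOX calls from 6 to 9 and patterning calls from 0 to 1.

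With the block, leaving out a pair moved the count further. Without replicate numbers 1 to 5 in turn, 330, 58, 69, 97 and 226 genes were called, of which 123, 28, 38, 57 and 119 were higher in hindlimb and 207, 30, 31, 40 and 107 in forelimb. At least 2-fold changes ran from 29 to 56, with 50 without number 5, HOX calls from 10 to 14, and patterning calls were 4, 2, 2, 3 and 3. Against 208 with all pairs, the count fell without numbers 2, 3 or 4 and rose without numbers 1 or 5. It thus depended on which pairs were included. These fits also hold fewer samples, which was not separated from the influence of a pair. At least 27 of the 31 genes called without block were called in each of these 5 fits.

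The set test of HOX paralogue groups 1 to 8 passed the threshold under the alternatives run except block with an estimated correlation (adjusted p 0.0752). The sets of groups 9 to 13 and of patterning genes did not pass it under any alternative run, with adjusted p from 0.166 to 0.886 and from 0.284 to 0.998. Depth limits the genes with few counts: TBX4, PITX1 and HOXC11 had between 0 and 43 counts per forelimb library, so their fold changes depend on few reads.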

Other observations

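The comparisons with other splits of the libraries were planned. All other tests in this part were chosen only after the results had been seen. Those of marker lists used lists written beforehand. For 3 of the patterns the test or its reading was changed after a result was known, and what the earlier version gave is stated with each.

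Of 100 splits of the 10 libraries into 5 and 5, the real one included, 1 gave as many as 31 genes, the real one, so a chance division of unpaired libraries can be excluded for that count. The highest other split gave 29. It put replicate numbers 1 and 3 and forelimb replicate 4 on one side and parted a single pair, so it follows the replicate numbers. Most drawn splits do not part all 5 pairs. Among the 14 that do, the real one included, the 13 others gave 0 genes each with edgeR and 0 with limma voom, and 70 to 460 genes at an unadjusted p under 0.05, against 616 in the real split. The number of such splits cannot by itself exclude chance, because 14 splits cannot give a share under 0.05; the adjusted p-values of single genes are separate evidence. With the block, 16 splits part all pairs, and 1 gave as many as 208 genes, the real one, with 6 in the highest other and a call in 2 of the 15 others. The number of splits cannot by itself exclude chance there either, because 16 splits cannot give a share under 0.05.

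Replicate numbers differed in 4024 of 15595 genes (25.8%) when tested across both limbs with edgeR, and 1 of the 31 genes called between limbs was among them. After thinning to equal depth 25.6% of the genes differed. Earlier readings took this as evidence against depth and then left depth open, because the highest total was only 1.32 times the lowest and thinning removes little. A test that does not rest on thinning was then added. The limbs of number 4 had totals that differed most, by 1.31 times, and deviated together at r = 0.71 across genes, which are not independent replicates. The 19 pairs of different numbers and limbs with closer totals reached at most r = 0.12, below the lowest same-number r of 0.51. Deviations were taken from each limb's mean, so for each gene they cancel within a limb. High same-number values therefore push the other values down, and this comparison cannot decide on depth. Depth as the cause of what the limbs of a number share stays open. Genes that changed at least 16-fold with the same high and low number in both limbs numbered 30, against a highest of 3 and a median of 1 over 44 crossed pairings; 19 of the 30 had no symbol. Embryos of one number may have differed in developmental progress. The lowest adjusted p among the cell cycle, muscle and cartilage lists was 0.138 (Fisher's exact test, 11 lists), for cell cycle genes, with 8 of 14 differing, an odds ratio of 3.84 and an unadjusted p of 0.0125. An earlier reading took the missed threshold as evidence against this explanation; it was dropped, because a missed threshold on lists of 11 to 14 genes does not exclude it, and it stays open. A library batch shared by both limbs of a number stays open too, as the labels name none.

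Of 10 tested mitochondrial genes, 8 differed between replicate numbers. ND2 was at 0.442 and 0.462 CPM in forelimb replicates 2 and 4 and at 3.88 to 23.2 in the others, while COX3 was at 48.5 and 62.7 CPM there and at 6.28 to 6.97 in the others; the hindlimb libraries showed the same arrangement. A change in mitochondrial content would move these genes together. The earlier criterion, that the smallest spread of log2 ratios between numbers exceed the largest between the limbs of a number, was not met (0.643 for numbers 2 and 4, against 2.31) and would have left content open. The criterion was then changed to the largest spread, and ND3 was left out for its few counts. That spread was 8.83 (12.1 with ND3), and 8 of 10 pairs of numbers exceeded 2.31, which argues against content alone for those pairs and says nothing for the rest. In 6 of 10 pairs, genes moved at least 4-fold in opposite directions in both limbs. A strain or donor variant against the reference, which could change how reads match single genes, would give such moves. This is a hypothesis formed on the same data. The sources used here do not give whether an annotation of another species was used. All libraries share the annotation, so it would not by itself give differences between numbers. The mitochondrial genes held 0.0364% to 0.0777% of counts.

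Genes far higher in hindlimb kept low counts in forelimb libraries. As a share of the mean hindlimb level, the forelimb level was 1.41% ± 0.397 (SD, n = 5) for HOXC10, 1.34% ± 0.629 for HOXC11, 0.860% ± 0.523 for PITX1 and 0.653% ± 0.471 for TBX4. Tissue or reads carried over from hindlimb, if the sole source and in the proportions of a hindlimb library, would give an equal share for each gene within a forelimb library. This was tested in 3 versions, each chosen after the values were seen. A permutation test of the mean shares over 5 genes gave p = 0.00530, which read as evidence against carryover. Without ENSACAG00000021966, which had a share of 0.183% ± 0.408 from 4 counts in all, the permutation test gave p = 0.0968 and left carryover open. It compares means over libraries and misses differences that vary between libraries, such as 0% for TBX4 against 1.67% for HOXC11 in forelimb replicate 3, and 1.12% against 0.298% in forelimb replicate 1. The last version compared the counts of the 4 genes in each forelimb library with each hindlimb library and kept the highest p (chi-square with a permutation p, 100000 resamples). The adjusted p was 0.00617, 0.00220, 0.000200 and 0.00273 in forelimb replicates 1, 2, 3 and 5, and 0.492 in forelimb replicate 4. In 4 of 5 libraries this argues against carryover as the sole source at an equal share, as far as counting error goes. Carryover of part of the counts, of tissue that differs from the whole hindlimb bud, or in forelimb replicate 4 stays open, as does low expression in forelimb. TBX5 in hindlimb was at 0.380% ± 0.146 of its forelimb level.

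The fold changes of the authors' deposited table could come from a prior that shrinks them and a fit with no pairing. DESeq2 run that way gave a log2 fold change within 0.01 of the authors' deposited table for 100% of 22457 genes, with 96 calls, 93 of them shared. Without the prior TBX4 was at -7.25, against -0.82 in the authors' deposited table, so for genes near 0 in one limb that table understates the size of the change relative to the counts. With pairing and the prior, 518 genes were called.

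No list of marker genes of other tissues or processes passed an adjusted p of 0.05 between limbs (camera, 11 lists). The adjusted p was 0.0963 for hindgut and cloaca, whose single called gene of 4 tested is ISL1, 0.177 for blood and for chondrogenesis, 0.236 for mesonephros and for epidermis, 0.313 for endothelium, 0.525 for muscle and for liver, 0.591 for neural crest and nerve, 0.867 for heart and 0.878 for cell cycle.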
